A study of Procambarus virginalis with 4 samples. Its data were reported in "Dnmt1 mediates epigenetic restriction of invasive traits in clonal crayfish" (2026).

How the data were processed

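Gene body DNA methylation was measured in hemocytes, the circulating immune cells of the hemolymph, of the clonal marbled crayfish *Procambarus virginalis*. The animals had been injected with double-stranded RNA (dsRNA) and were bled 28 days later. 2 control animals had received dsRNA against GFP, a jellyfish gene that served as the negative control. 2 knockdown (KD) animals had received dsRNA against *Dnmt1*, the enzyme that maintains CpG methylation. In whole-genome bisulfite sequencing (WGBS), unmethylated cytosines are converted and read as thymine, so that the share of reads still showing cytosine gives the methylation ratio of a site.

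According to the methods of the study, paired reads of 150 bp were trimmed with Trim Galore (v0.6.6) and aligned to a *P. virginalis* genome with Bismark (v0.20.0) on top of Bowtie2. Duplicates were removed before CpG calls were extracted. Cytosines with a combined coverage under 10 were dropped, and genes with at least 10 CpGs were kept. The methods describe a unique assignment of sites to genes for display and another, to all transcript variants, for the integration with expression. The deposited table has as many genes as the heatmap of the study, which points to the unique assignment, although no source used here names the one behind the table. The name of the genome build was not given in the sources used here. The authors deposited 1 table, in which each value is the average methylation fraction of 1 gene in 1 animal, from 0 to 1. Fractions are given as percent in the text. The deposited table held 13478 genes, 1 column for each of the 4 animals and no missing value. No scaling between animals was stated.

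The table gives neither read counts nor coverage nor the number of CpGs per gene. The study lists a sequencing depth per animal, which entered no computation here. The depth behind each gene's value is unknown, no interval for counting error was computed, and count-based tests were not possible. Precision was judged only from the spread between the 2 animals of a group. A gene that rests on few reads or few CpGs enters every average with the same weight as a deeply covered one. Averages over genes are thus not averages over CpGs. Of the 13478 identifiers, 11744 end in a number and the word covsplit, and 12978 different identifiers remain once that ending is removed. 327 rows with some methylation had the same values as another row in all 4 animals. No annotation was used here that pairs the identifiers with gene names or positions.

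Samples were grouped by their labels, and the animal was treated as the replicate. For each animal, the mean and median level over genes, the share of genes at 10% or more, and the mean over methylated genes were computed. Methylated genes were those whose mean over all 4 animals was at least 10%, so that neither group chose them. These 4 measures were compared between groups with an exact two-sided permutation test over animals (scipy v1.17.1), with Benjamini-Hochberg adjustment over the 4 tests. With 2 animals against 2, this test cannot give a p-value below 0.333. The rank-sum test over genes that the study applied was not used, because genes of 1 animal are not replicates.

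Following the rule of the study, a gene was called differentially methylated when the 2 group averages differed by more than 0.1, that is 10 percentage points. This rule involves no test. Its counts were set beside those from the 2 other ways of splitting the 4 animals into pairs. In addition, each gene was tested with limma (v3.58.1 in R v4.3.3) on the methylation ratio, with the prior variance following a trend on the mean level, and Benjamini-Hochberg adjusted p-values under 0.05 were counted. The 1331 genes at 0 in all 4 animals have no spread and were left out of this fit. The fit had 2 residual degrees of freedom and a prior of 2.34 degrees of freedom. It was tested on simulated data made from the control averages of the real genes, with noise drawn from the differences between the animals of a group at the same level. The 200 changed genes were taken from those at 30% or more in controls. With these 200 genes lowered by 20 percentage points among 12975 genes run, and noise at 20% of the observed, 167 of the 200 were recovered (83.5%) and 1 other gene was called. At the observed noise, with 12990 genes run, 0 of the 200 were recovered at the adjusted threshold and 92 at an unadjusted p-value under 0.05.

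The genes named in the text were chosen by a rule fixed before the data were examined. Genes past the 0.1 difference with both KD animals on the same side of both controls were ranked by the size of the difference, and the 2 largest falls and 2 largest rises are given by identifier. The rule also listed *Dnmt1*, *Dnmt3* and *Tet*. These are not reported here because the table holds identifiers only, so the target of the knockdown was not checked in these values.

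The alternatives tried were leaving out each animal in turn, a replicate block, other cut-offs (0.05 and 0.2), a minimum mean of 0.05, 1 value per identifier stem, a logit scale with an offset of 0.01, other variance priors, centring of the animals on one mean, and other ways to choose or class the genes. The retained share of a gene was its KD average divided by its control average, and 5 methylated genes at 0 in both controls entered its median as above every other value. A further 2 alternatives were chosen after seeing the data. One counted identical rows once. The other left out the 2910 genes with a recurring value, meaning a value between 0 and 1 that was listed identically for at least 5 different rows in the same animal. Figures were drawn with matplotlib (v3.10.9).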

Results

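Gene body methylation was profiled by WGBS in hemocytes of 2 control and 2 *Dnmt1* KD animals at 28 days post-injection. The table covered 13478 genes, each with an average CpG methylation level per animal. The table holds no coverage, so the depth behind each gene's value is unknown. In every animal the distribution over genes was strongly skewed toward low levels. Genes listed at 0% numbered 1911 in control 1, 2332 in control 2, 2388 in KD 1 and 2827 in KD 2, and 1331 genes were at 0% in all 4 animals. Levels of 100% were listed for 216 and 181 genes in controls 1 and 2, but for only 9 and 4 genes in KD 1 and KD 2.

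Agreement between the 2 animals of a group sets the scale for all comparisons. Across genes, which are not independent replicates, the control animals correlated with a Pearson's r of 0.945 and a Spearman's rho of 0.921. The KD animals correlated with an r of 0.863 and a rho of 0.867. The SD of the difference between the 2 animals of a group over genes was 9.44 percentage points in controls and 9.54 percentage points in KD. The most influential alternative for these values was the restriction to methylated genes, which lowered the r of the KD animals to 0.757. A difference of 10 percentage points in a single gene was thus close to 1 SD of the difference between 2 animals with the same treatment. The averages of 2 animals compared below vary less than single animals. Without genes of recurring values, the SD was 6.73 percentage points in controls and 6.72 in KD. Control 2 lay over 10 percentage points below control 1 in 1798 genes and above it in 660. KD 2 lay that far below KD 1 in 1389 genes and above it in 829.

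To ask whether depletion of *Dnmt1* lowers gene body methylation, the average level over genes was compared between the groups. The mean level was 26.8% in control 1 and 24.0% in control 2, against 15.9% in KD 1 and 14.8% in KD 2. This corresponds to 25.4% ± 1.93 (SD, n = 2) in controls and 15.4% ± 0.817 (SD, n = 2) in KD animals, a difference of -10.03 percentage points. Between them, the 2 controls differed by 2.73 percentage points and the 2 KD animals by 1.16, so the group difference exceeded both gaps, and both KD animals lay below both controls. The exact two-sided permutation test gave p = 0.333 (adjusted p = 0.333), which is the smallest value that 2 animals against 2 can give. The largest change to this difference came from leaving out genes with a mean under 5%, which gave -14.5 percentage points.

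The median over genes moved in the same direction, from 13.4% ± 2.08 (SD, n = 2) in controls to 8.04% ± 0.421 (SD, n = 2) in KD animals. The share of genes at 10% methylation or more was 59.3% and 54.1% in the controls, and 45.5% and 44.0% in the KD animals. The group means were 56.7% ± 3.72 (SD, n = 2) and 44.8% ± 1.01 (SD, n = 2). Both differences were larger than the gap between the controls, which was 2.94 percentage points for the median and 5.27 for the share. As for the mean, the exact permutation p-values could not fall below 0.333 and were 0.333 for each of the 4 measures tested in this family.

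**Figure D1:**
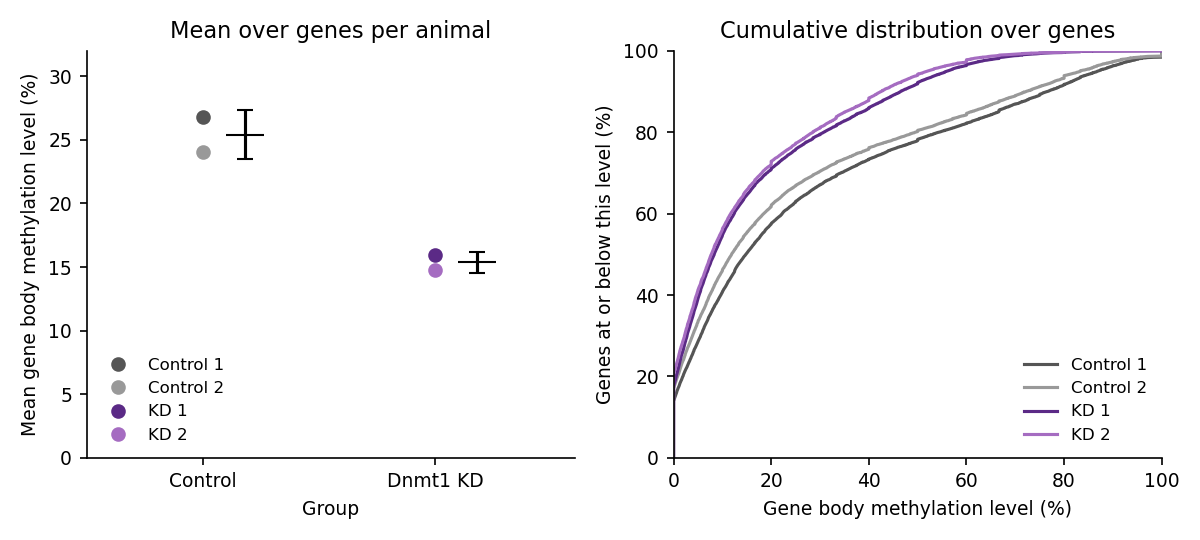
Gene body methylation level (%) per animal: the left panel shows the mean over 13478 genes for each animal (points) with the group mean ± SD (n = 2, black), and the right panel shows the cumulative percentage of genes against the level (%). The 2 KD animals, at 15.9% and 14.8%, lie below the 2 controls, at 26.8% and 24.0%, and their curves rise faster at low levels.

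The next comparison asked which genes changed and in which direction. The KD average lay below the control average in 10733 genes (79.6%), above it in 1400 genes (10.4%) and was equal in 1345 genes. By the 0.1 rule, 4843 genes (35.9%) were lower in KD animals and 76 genes (0.564%) were higher. When the animals were first centred on one common mean, 2700 genes were lower and 2785 higher, so that the direction of single genes is given here relative to the deposited values and not to the overall shift. The same rule applied to the other splits of the 4 animals gave far fewer genes and a more even division. Animals numbered 2 against animals numbered 1 gave 1117 lower and 385 higher genes. Control 2 and KD 1 against control 1 and KD 2 gave 733 lower and 574 higher genes. Thus 4919 genes passed in the real split, compared with 1502 and 1307 in the others.

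**Figure D2:**
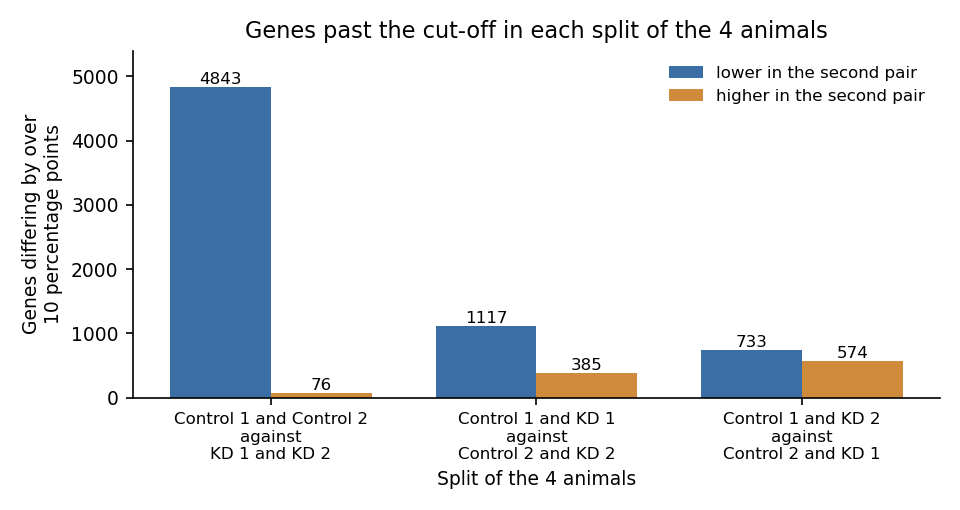
Number of genes whose averages differ by over 10 percentage points between the 2 pairs of animals, for each of the 3 splits of the 4 animals (blue, lower in the second pair; orange, higher in the second pair). The split by treatment gives 4843 lower and 76 higher genes, while the others give at most 1117 lower and 574 higher genes.

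Both KD animals lay below both controls in 7574 genes (56.2%), and above both in 223 genes (1.65%). A random order of the 4 values would place 16.7% of genes without ties in each of these classes. Among the 4843 lower genes, 4469 (92.3%) were separated in this way, as were 41 of the 76 higher genes (53.9%). The count of higher genes was larger whichever animal was left out, so it does not single out 1 animal. It was 170 without control 1, 171 without KD 1 and 141 without KD 2, while the count of lower genes stayed between 4331 and 5464.

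In the limma test, 0 of 12147 genes passed an adjusted p-value of 0.05 in either direction, and the smallest adjusted p-value was 0.0793. Without adjustment, 3908 genes were lower and 57 higher in KD animals at p-values under 0.05. Leaving out an animal leaves a lone animal in 1 group, so the counts of such fits do not show dependence on a particular animal. With all 4 animals, 2395 genes were lower and 21 higher at an adjusted p-value under 0.1. The count depended on the variance prior, since limma without the trend on the mean called 1258 lower and 4 higher genes at the adjusted threshold of 0.05. It also depended on genes with recurring values, which vary more between animals. Without them, limma called 1521 lower and 9 higher genes. In simulated data in which each of the 11870 genes above 0% in controls lost 40% of its level under the observed noise, the same test called 0 genes after adjustment and 3642 genes without it. At this noise, a count of 0 therefore does not separate an unchanged gene from one with such a loss. The simulated noise mixed genes with and without recurring values. It thus does not show what the test can find among genes without them.

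The largest falls and rises among separated genes were found in genes whose values recur in many other genes. The gene model WNGS01003837.263290_3_covsplit fell from 100% in both controls to 0% in KD 1 and 16.7% in KD 2, a difference of -91.7 percentage points (limma SE 7.41, adjusted p = 0.0793). The gene model WNGS01164437.2143905_0_covsplit was listed at 100% and 86.6% in controls 1 and 2, at 0% in KD 1 and at 14.3% in KD 2, a difference of -86.2 percentage points (limma SE 8.10, adjusted p = 0.0793). The largest rise was in WNGS01092210.1252009_0_covsplit, which was listed at 0% in both controls, at 28.6% in KD 1 and at 42.9% in KD 2 (limma SE 6.07 percentage points, adjusted p = 0.0793). It was followed by WNGS01092210.1250953_0_covsplit, with 35.0% ± 21.2 (SD, n = 2) in controls and 61.3% ± 1.77 (SD, n = 2) in KD animals. The rise of the latter was 26.3 percentage points (limma SE 11.2, adjusted p = 0.190), with 11.25 without control 2 and 41.25 without control 1. All 4 carry a recurring value. For instance, the level of 16.7% of the first gene in KD 2 was shared by 38 different rows of that animal. The table gives no names or positions for these models.

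To determine how the loss relates to the starting level, genes were divided by their mean over all 4 animals. Among the 7019 genes with a mean of 10% or more, the mean level was 44.9% ± 2.98 (SD, n = 2) in controls and 27.1% ± 1.46 (SD, n = 2) in KD animals (exact permutation p = 0.333, adjusted p = 0.333). Of these genes, 4722 (67.3%) were lower by over 10 percentage points. The median retained share, meaning the KD average divided by the control average of a gene, was 60.2%, with quartiles of 51.0% and 69.5%. Against the control average, KD 1 retained 62.2% and KD 2 retained 57.7%, or 59.9% ± 3.20 (SD, n = 2). Without control 1 the retained share was 64.1%, and choosing genes on control 2 with the loss measured from control 1 gave 56.8%. For comparison, the median ratio of control 1 to control 2 in the same genes was 111%.

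The absolute loss grew with the level. In the 6458 genes under 10%, the mean fell from 4.22% ± 0.781 to 2.60% ± 0.115 (SD, n = 2 each), a difference of -1.61 percentage points. In the 1125 genes between 20% and 30%, the difference was -12.9 percentage points. In the 783 genes between 60% and 70%, the mean fell from 80.4% ± 2.88 to 48.9% ± 2.69 (SD, n = 2 each), a difference of -31.5 percentage points. The retained share over these 3 classes was 61.7%, 58.3% and 60.8%. Over all classes of at least 100 genes it ranged from 58.0% to 64.3%, a span of 6.31 percentage points, while KD 1 and KD 2 differed by an SD of 1.79 to 4.42 within a class. The 2 highest classes held only 72 and 6 genes and are not read here, because the class mean includes the KD values and a gene reaches these classes only where it kept most of its level. The same limit bears on the next lower class, which had the 64.3%. Leaving out control 1 gave a span of 10.1 percentage points, and leaving out control 2 gave 9.63. Classes formed on a single control are free of this limit. When genes were classed by control 1 and the loss was measured from control 2, the difference grew over all 10 classes, from -0.971 percentage points under 10% to -33.7 at 90% or more. The span of the retained share was 10.4 percentage points. In that case the retained share was highest, at 71.1%, in the genes under 10% and lowest, at 60.7%, in those of 90% or more. In the reverse case, with classes by control 2 and the loss from control 1, the difference likewise grew over all 10 classes, from -2.32 to -37.6 percentage points, and the span was 6.55 percentage points. The retained share was then lowest, at 54.1%, between 20% and 30% and highest, at 60.6%, between 80% and 90%. The direction of any trend of the retained share with the level thus differed between these cases. They swap both the control that formed the classes and the control from which the loss was measured. Which of these choices turned the direction was not tested.

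**Figure D3:**
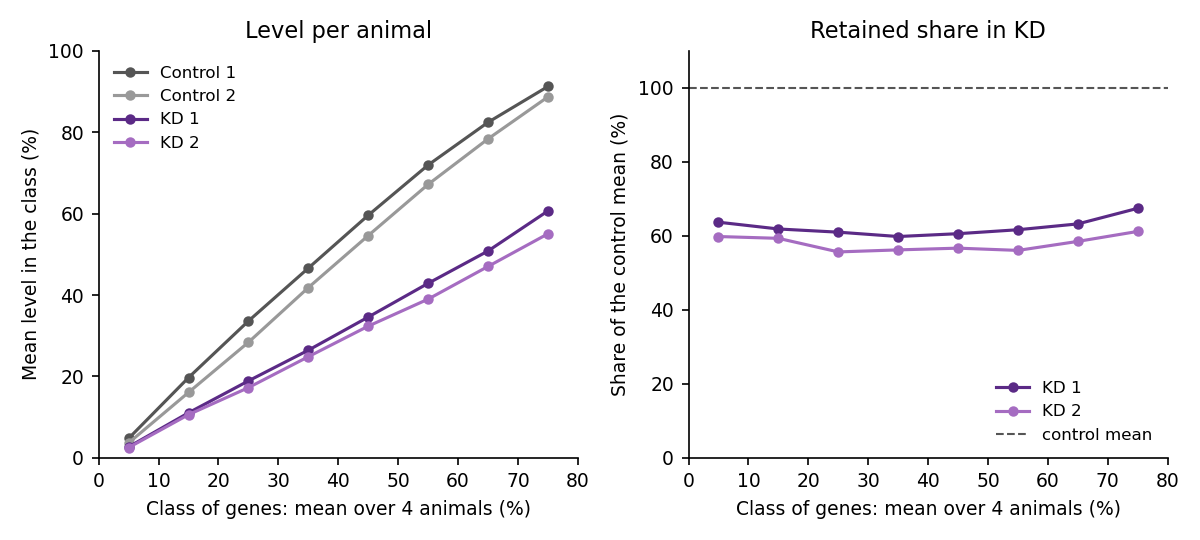
Mean methylation level (%, left) and share of the control mean that was retained in each KD animal (%, right) against the class of genes by their mean over 4 animals, at the class midpoint, for classes of at least 100 genes. Levels in both KD animals lie below both controls in each class, and the retained share of the 2 KD animals together stays between 58.0% and 64.3%.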

Values the study reported

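The study reported average gene body methylation of 27.1% in control animals and 16.4% after *Dnmt1* knockdown. Over mapped CpGs, it gave a fall from 13.8% to 8.3%, at an average sequencing depth of 18.2 X.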

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

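The 2 alternatives that leave out genes with recurring values or count identical rows once were chosen only after the results were seen. The differences in the mean level, in the median level and in the share of genes at 10% or more kept their direction under every alternative run. Leaving out each animal in turn moved the difference in the mean between -11.4 and -8.67 percentage points, that in the median between -6.79 and -3.85, and that in the share between -14.6 and -9.32. With 2 animals per group, the exact permutation test cannot give a p-value below 0.333 for any of them.

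The count of genes lower by the 0.1 rule stayed within 1.5 times its value except under a cut-off of 0.2, which gave 2709 genes, and after centring the animals on one mean, which gave 2700. Leave-one-out counts lay between 4331 and 5464. The count of higher genes was less stable. It was 244 at a cut-off of 0.05, 13 at a cut-off of 0.2, 41 when the groups had to be separate, 15 without genes of recurring values and 2785 after centring. Leaving out 1 animal gave 101 to 171, with 170 without control 1, 171 without KD 1 and 141 without KD 2. The high count after centring follows from its construction, since a gene at 0 in all 4 animals, of which there were 1331, is moved up by the size of the overall shift (-10.03 percentage points) and so passes the cut-off.

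The limma counts were also 0 lower and 0 higher genes under leave-one-out (0 to 0 genes in each direction), on the logit scale, with a minimum mean of 0.05, with a robust prior and with identical rows counted once. This says nothing about stability, since the simulated data gave 0 genes at the observed noise even with all 4 animals. The unadjusted count of lower genes ran from 1921 without KD 2 to 4178 without control 2. In leave-one-out fits the lone animal of a group is assumed to vary like the others. Without the trend in the prior, 1258 lower and 4 higher genes were called, and 1521 lower and 9 higher without genes of recurring values. Centring gave 862 lower and 4570 higher genes, where genes at 0 in all 4 animals add to the higher count as above. Why the trend and the recurring values change the counts was not tested.

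The labels number the animals 1 and 2 in both groups. Deviations of same-numbered animals from their group means had a correlation of 0.00200 over all genes and -0.0192 over methylated genes, which gives no sign that the numbers pair the animals gene by gene. Both animals numbered 2 had the lower mean of their group and more genes at 0. The study lists fewer reads and a lower depth for both animals numbered 2 than for those numbered 1. Whether this, or a difference in handling, is the source of the lower means and added zeros was not tested. With the replicate block, the difference in the mean was -10.03 percentage points, that in the median -5.32 and that in the share -11.96. The blocked limma fit called 0 genes. Requiring the 0.1 difference within both numbers left 3613 lower and 21 higher genes, and the retained share was 61.2%.

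The retained share of 60.2% moved by more than the SD between the KD animals when genes were chosen on control 1 and the loss measured from control 2 (64.5%), and in the reverse case (56.8%). Leave-one-out values were 57.0% to 64.1%, the last without control 1. Measuring the loss from the control with the lower mean gives a higher retained share by construction, and how far the choice of genes adds to it was not tested. The span of the retained share over classes was 8.03 percentage points without genes of recurring values and 10.4 with classes by control 1, and 5.54 to 10.1 under leave-one-out (10.1 without control 1 and 9.63 without control 2). The r between KD animals was 0.757 in methylated genes and 0.922 without genes of recurring values. The cause of the changes in span and r was not tested.

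The table has 0 missing values, so other treatments of missing values gave no other value. The table gives no depth per gene, so its effect could not be measured, and the depth per animal that the study lists entered no computation here.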

Other observations

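The tests of conversion and of noise behind the overall loss, and the count of splits, were chosen after the values they rest on had been seen. The other tests were fixed before their results were computed.

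The lower methylation in KD animals was weighed against technical explanations. Incomplete bisulfite conversion in the control libraries would add most to the least methylated genes. The 2761 genes under 1% in control 2 averaged 2.29% in control 1, and the 2324 genes under 1% in control 1 averaged 1.36% in control 2. Both values are far below the size of the group difference (-10.03 percentage points), which argues against conversion as its whole source. The study also reported no change in methylation outside CpGs after the knockdown. It lists a conversion ratio per animal, which entered no computation here. Noise in single genes was tested in pairs of animals that share none. The 5264 genes over 10 percentage points lower in KD 1 than in control 1 had a median change of -17.1 percentage points from control 2 to KD 2, and 68.6% of them passed the cut-off again, compared with 33.3% of all genes. Chance assignment of animals cannot be excluded by counting splits, since only 1 of the 3 splits gave as many genes past the cut-off and the design allows no smaller share. The group difference exceeded the gaps of 2.73 percentage points between the controls and 1.16 between the KD animals, and each of the 4 control and KD pairs showed it. This argues against a spread between animals of the size seen within the groups. With 2 animals per group, a difference between animals that happens to follow the treatment stays open from these values alone. The study also reported the loss in further animals, by targeted bisulfite sequencing of selected regions. In addition, it reported less *Dnmt1* transcript in hemocytes after the injection. Neither data set was examined here. The knockdown stays among the open explanations. By image cytometry and single-cell RNA sequencing, the study reported a larger share of granular cells among hemocytes after the knockdown. How far such a shift in cell types adds to the lower methylation was not tested here.

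Genes with higher methylation in KD animals behaved differently. Of 150 genes over 10 percentage points higher in KD 1 than in control 1, the median change from control 2 to KD 2 was -3.33 percentage points, and 24.0% rose in both pairs. Over the 4 ways to choose and check pairs, this median lay between -9.35 and -3.14. These values are consistent with noise in single genes as the source of most such rises. Among these 150 genes, 14.0% passed the cut-off upward again, compared with 2.17% of all genes. Over the 4 ways this share was 6.69% to 14.0%, compared with 1.11% to 2.17% of all genes, so some rises may be repeatable, or genes with coarse values may pass by chance more often.

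Many values recur. In KD 2, a level of exactly 20% was listed for 107 different rows, and in control 2 a level of 80% for 88. A recurring value was found in 2910 genes (21.6%). Such genes made up 22.6% of genes with a mean of 10% or more, 25.6% of those lower by the 0.1 rule, 80.3% of those higher and 87.0% of the 100 largest falls. At the same level, the difference between the 2 animals of a group had an SD 1.90 to 2.86 times as large as in other genes for controls, and 1.93 to 2.50 times for KD animals. A candidate explanation is that these genes rest on little data, in which case ranking genes by the size of the change partly ranks noise. Values this coarse sit badly with the stated minimum of 10 CpGs per gene and a combined coverage of 10, and whether these limits held within each animal is unknown. Coverage per gene would be needed to test it directly, and no counts were inferred from the values. No biological explanation was tested.

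A further hypothesis was that all genes of a level lose one common share. If so, the retained share of a gene relative to genes of its level should not repeat between pairs of animals that share none. Across 4573 genes with a mean of 20% or more and no value of 0, which are not independent replicates, Spearman's rho between the pairs was 0.0635, with a 95% bootstrap interval over identifier prefixes from 0.0330 to 0.0993. The crossed pairs gave 0.0720, and 0.0914 and 0.0918 were obtained without genes of recurring values. Simulated genes with one common share per level gave a median of -0.0279, with 95% of draws between -0.0546 and 0.00219. A strictly common share is thus argued against, although the repeatable part was small, with a squared rho of 0.403% to 0.842%. Noise lowers this value, so the true spread between genes may be larger.

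Control 1 lay above control 2 in 8335 genes (61.8%) and below it in 3388. Grouped by the KD average, which is independent of noise in the controls, the gap was 0.430 percentage points in the 2672 genes under 1%, 4.38 between 10% and 20% and 4.50 between 50% and 60%. Incomplete conversion in the library of control 1 would give the largest gap in the first of these classes, which is not what was seen. Control 2 stood at 83.0% of control 1 in the class from 10% to 20% and at 94.6% in that from 50% to 60%. Differences between the animals remain open, as do those in sequencing depth, which the study lists as lower for control 2. Depth entered no computation here.

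The identifiers begin with 8115 different prefixes, and 4 of these hold 452, 427, 371 and 311 genes, while the next holds 102. Genes of the 4 prefixes averaged 37.0% ± 1.91 (SD, n = 2) in controls, compared with 23.9% ± 1.93 (SD, n = 2) in the other genes. Without genes of recurring values the excess was still 9.01 percentage points, which argues against coarse values as its whole source. The KD animals retained 59.6% in the 4 prefixes and 60.7% elsewhere. What the prefixes share was not tested.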
